A study of Mus musculus with 20 samples. Its data were reported in "Prolactin Receptors and Placental Lactogen Drive Male Mouse Pancreatic Islets to Pregnancy-Related mRNA Changes" (2015).

How the data were processed

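Transcript levels were measured on 20 Affymetrix MoGene 1.0 ST arrays of mouse islets. Islets that stayed in the pancreas of female mice were profiled in the non-pregnant state (NP, n = 4) and on day 12.5 of pregnancy (P12.5, n = 4). Islets of female or male donors that had been placed under the kidney capsule of female mice were profiled as grafts from NP hosts (n = 3 for each donor sex) and from P12.5 hosts (n = 3 for each donor sex). The labels mark the arrays of the non-transplanted islets as data that were analysed before, so any difference in array batch between islets and grafts cannot be told apart from transplantation. The study made the graft hosts diabetic with streptozotocin before transplantation. It describes no such treatment for the mice whose islets stayed in the pancreas. Effects of that treatment cannot be told apart from transplantation either. The labels call the samples biological replicates and name no animals, so the p-values measure the spread between these samples.

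The deposited values are log2 expression levels per probe set, which the authors obtained by robust multichip analysis of the raw array data (background adjustment, quantile normalization between arrays and a summary per probe set). Every deposited value is rounded to 1 decimal. Array medians lay between 5.9 and 6.0. They differed by no more than 1 step of the rounding, so subtracting them can shift a whole array by that step. The highest value was 13.4 in NP islet array 1 and 14.4 to 14.6 in the other 19 arrays, so the top of that array differed. Pearson's r between replicates of a group ranged from 0.971 to 0.989 across probe sets, which are not independent replicates. The genome build behind the array annotation was not given in the sources used here, and no coordinates were used. The number of arrays limits the precision: the median standard error of a log2 change was 0.0982 for the islets, 0.151 for a graft comparison within 1 donor sex and 0.107 for both donor sexes together.

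The table held 35511 probe sets, of which 21789 carry 1 gene symbol, 1621 carry several and 12101 carry none. Symbols came from the array annotation, and 21698 of the single-symbol probe sets matched the reference table by their Entrez identifier, with 0 changed symbols. A gene was represented by its single-symbol probe set with the highest mean over the 20 arrays, which gave 19938 genes. Probe sets without a symbol were tested and counted but were not named. What they measure was not checked, so counts of called probe sets are not counts of genes.

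Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes on the log2 values, groups as the only terms). The islets were fitted on their 8 arrays, the graft comparisons on the 12 graft arrays, and the comparisons of grafts with islets on all 20 arrays. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all 35511 probe sets, and a probe set was called at an adjusted p under 0.05 with a fold change of at least 1.5. The contrasts were P12.5 against NP in islets, in female grafts, in male grafts and in both donor sexes together, male against female grafts in each state, the interaction of donor sex with pregnancy, female grafts against islets in each state, and the interaction of transplantation with pregnancy. Changes are given as mean differences on the log2 scale with the standard error of limma's fit, and adjusted p-values are limma's throughout. No adjusted p was read as evidence that a gene did not change.

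Gene lists were written from textbook knowledge, apart from the signature, which holds the 12 genes the study named as its islet pregnancy signature. The 24 lists comprised that signature, proliferation genes, cell-cycle regulators, JAK-STAT5 targets, serotonin genes, beta cell genes, genes of other endocrine cells, acinar, ductal, kidney, immune, endothelial, stromal and nerve or Schwann cell markers, hypoxia genes, endoplasmic reticulum (ER) stress genes, interferon-induced genes, immediate early genes, inflammation genes, genes of branched-chain amino acid and fatty acid oxidation, cholesterol synthesis genes, genes that beta cells keep low ("disallowed" genes), Y-linked genes, and Xist with X-linked genes that escape inactivation. Of 458 entries, 422 were measured as genes. Tph1 and Tph2 stand in the signature and the serotonin list, Ivd and Ehhadh in the signature and the oxidation list, Gbp8 in the signature and the interferon list, and Cish in the signature and the JAK-STAT5 list. Each list was tested against all other genes with camera in limma at a preset inter-gene correlation of 0.01, adjusted over the 24 lists of a comparison, and again with a correlation estimated from the data. Member calls were also counted with p-values adjusted over the list alone. Mean list levels per array were compared by two-sided exact permutation tests, whose smallest possible p is 0.1 for 3 against 3 arrays and 0.0286 for 4 against 4 or 3 against 4.

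Genes named in the text followed a rule. In each pregnancy comparison these were the signature genes and up to 8 called genes with the largest increase and up to 8 with the largest decrease whose groups did not overlap. Up to 10 per direction were taken for transplantation and donor sex, up to 5 per direction for interactions, up to 4 members of each list with the smallest p, and Ins2, Mki67 and Gcg. The lists, the naming rule, the tests and the alternatives below, except those marked as added, were fixed before the data were examined. The genes called in all 3 pregnancy comparisons that the rule did not pick were named after their values were seen.

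The alternatives were a fit of all 20 arrays or of the 14 female arrays, renewed quantile normalization, subtraction of array medians, leaving out dim probe sets, a trended robust variance model, array weights, the replicate number as a block, no fold change minimum, the kidney or acinar list as a covariate, only probe sets called in the islets, the mean over all probe sets of a gene, and leaving out each array in turn. Added after the data were seen were uniform noise of the size lost by rounding, the immune or the stromal list as a covariate, the kidney, immune and stromal lists together, only probe sets with 1 symbol, the mean change of each gene list past the threshold without each array in turn, and the other gene lists without the signature genes. The list of probe sets to which the study limited its own test was not used here.

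The fit was tested on simulated data drawn with the means and spreads of the real probe sets, with 200 changed probe sets among 35511. For the islets, 32% of the probe sets changed 1.5-fold, 88% of those changed 2-fold, 98% of those changed 3-fold and 100% of those changed 4-fold were called. For female grafts the shares were 30%, 66%, 96% and 92%, and for NP female grafts against islets 44%, 86%, 100% and 94%. Unchanged probe sets called in these simulations numbered 3, 10 and 6. The list test found the 1 shifted list among 50 lists of 20 genes in each simulation, with 0, 1 and 0 of the other lists past the threshold. These draws did not carry the correlations between genes of the real lists. In the grafts those were estimated from -0.0203 for hypoxia genes to 0.859 for stromal markers. The simulation therefore does not show how often the preset correlation passes unshifted lists in the real data.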

Results

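Transcript levels were compared in 6 groups of mouse islets on 20 arrays. The groups were non-transplanted islets of female mice that were not pregnant (NP, n = 4) or on pregnancy day 12.5 (abbreviated P12.5, n = 4), and islet grafts of female or male donors taken from under the kidney capsule of NP or P12.5 female hosts (n = 3 in each of the 4 groups). The grafts of both donor sexes address whether islets of either sex can mount the pregnancy response of islets when the host is pregnant. Changes below are mean log2 differences ± SE, P12.5 minus NP unless stated.

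In islets that stayed in the pancreas, pregnancy raised the serotonin synthesis genes Tph1 and Tph2, proliferation genes and all 12 genes of the study's islet pregnancy signature. Tph1, the rate-limiting enzyme of serotonin synthesis (probe set 10563570), rose 27.4-fold (4.78 ± 0.22, n = 4 and 4, adjusted p = 1.87e-05), and its paralogue Tph2 rose by 2.15 ± 0.10. The tight junction gene Cldn8 (probe set 10440647) rose 20-fold (4.33 ± 0.14, adjusted p = 2.71e-06), and Lrrc55, which encodes an auxiliary subunit of BK potassium channels, rose 7.60-fold (2.93 ± 0.09). The lower quartile of the arrays was 4.7 to 4.9, and changes near it are compressed. Tph1 lay near it in NP islets (4.7 to 5.2) and NP grafts (4.4 to 4.8), as did Cldn8 in NP islets (4.8 to 5.2). Levels of Lrrc55 in NP grafts (4.9 to 5.6) were close to it too. Tph2 and Neb were about as low in NP islets (5.1 to 5.3 each) and male NP grafts (4.8 to 5.4 and 5.0 to 5.4). In male NP grafts Cldn8 ranged from 4.7, near that quartile, to 6.0, well above it. The folds and log2 changes given here and below for these genes in these groups are therefore not exact sizes. Rgs2, a regulator of G-protein signalling, fell by 1.93 (SE 0.25, adjusted p = 0.00636), the largest decrease among the named genes. Levels of Ins2 and Gcg differed by less than the spread between arrays (0.18 ± 0.17, adjusted p = 0.778, and 0.15 ± 0.21, adjusted p = 0.868), and both differences turned negative without NP array 1 (-0.017 for Ins2 and -0.10 for Gcg), the latter also after renewed quantile normalization (-0.054).

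The 12 signature genes rose by 2.26 on average, from 1.43 for the STAT5-induced gene Cish to 4.78 for Tph1, and all 12 also passed when adjusted over the list alone. The list of these genes passed the list test (adjusted p = 2.83e-47, and adjusted p = 0.00929 with an estimated correlation). The study chose the signature from the response of islets to pregnancy, so its direction here is not independent evidence. Other members of it were Matn2, an extracellular matrix protein (2.35 ± 0.12), Ivd, an enzyme of leucine breakdown (1.98 ± 0.09), Tnfrsf11b, which encodes osteoprotegerin (1.8 ± 0.14), Neb (1.75), Ehhadh (1.73), Lonrf3 (1.70), Gbp8 (1.63, adjusted p = 0.000348) and Car8 (1.55).

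Proliferation genes rose together in the islets. Of 44 measured members, 20 were called up, 0 were called down and all 44 had a positive change, with a mean of 0.58 (adjusted p = 5.31e-51, and adjusted p = 0.00929 with an estimated correlation). Top2a, which encodes a DNA topoisomerase, rose by 1.35 ± 0.10, the proliferation marker Mki67 by 1.00 ± 0.11 (adjusted p = 0.00315), and Ccna2 and Tpx2 by 0.98 each. Among 17 cell-cycle regulators the inhibitor gene Cdkn2c rose (0.80), and the list did not pass (adjusted p = 0.406).

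The serotonin list had a mean change of 0.51 (median 0.0625, adjusted p = 0.000649, and adjusted p = 0.226 with an estimated correlation), which came from the signature genes Tph1 and Tph2, the 2 called among 16 members: the other 14 averaged 0.0875 and did not pass. ER stress genes rose by 0.25 on average (adjusted p = 5.42e-10, and adjusted p = 0.226 with an estimated correlation), with 2 of 22 called: Edem1, which takes part in the degradation of misfolded ER proteins (0.78), and Sdf2l1 (0.60). The interferon-induced list had a mean change of 0.18 with Gbp8 as its 1 called member of 18 (adjusted p = 0.0134, and adjusted p = 0.280 with an estimated correlation), and 0.0941 without it, which did not pass. The list of branched-chain amino acid and fatty acid oxidation had a mean of 0.24 (median 0.05) with the signature genes Ivd and Ehhadh called among 19 members (adjusted p = 0.0134, and adjusted p = 0.768 with an estimated correlation), and the other 17 averaged 0.0485 and did not pass.

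The other lists did not pass in islets. The STAT5 targets Cish (1.43) and Socs2 (1.10) rose, while the JAK-STAT5 list of 13 genes gave adjusted p = 0.755. Pcsk1, a prohormone convertase, rose by 0.63 among 23 beta cell genes (list adjusted p = 0.318), Dhcr7, the last enzyme of cholesterol synthesis, rose by 1.15 ± 0.09 among 16 genes (0.0536), Gatm rose by 0.98 among 30 kidney markers (0.653), and the complement gene C1qa rose by 0.95 among 28 immune markers (0.318). No member was called among 8 genes of other endocrine cells (list adjusted p = 0.406), 24 acinar markers (0.407), 8 ductal markers (0.653), 14 endothelial markers (0.282), 21 stromal markers (0.0676) or 6 nerve markers (0.980). The same held for 18 hypoxia genes (0.958), 17 immediate early genes (0.120), 16 inflammation genes (0.875), 18 disallowed genes (0.282), 7 Y-linked genes (0.875) and 5 X-linked genes (0.406).

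In the islets, 257 probe sets were called, 218 up and 39 down, which corresponded to 181 genes up and 18 down. Calls down numbered 20, 19 and 20 without P12.5 array 1, 2 or 3 and 19 and 20 without NP array 1 or 2. After Rgs2 the largest decreases were those of Mdm1 (-1.08), Sox4 (-1.0), Usp51 (-0.98), Pcdh15 (-0.90), Piga (-0.88), Zim1 (-0.88) and Fkbp5 (-0.83). Of 35 named called genes, 30 stayed called whichever array was left out. The call of Pcsk1 was lost without NP array 1 (0.58), that of Fkbp5 without P12.5 array 1, 2 or 4 or NP array 2 or 4 (-0.79 to -0.86), and that of Zim1 without any P12.5 array or NP array 1 or 2 (-0.78 to -0.89). The call of Sdf2l1 without P12.5 array 1 or 4 or NP array 3 or 4 (0.55 to 0.58) was also lost, as was that of Usp51 without P12.5 array 2 (-0.96) or 3 (-0.99).

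**Figure D1:**
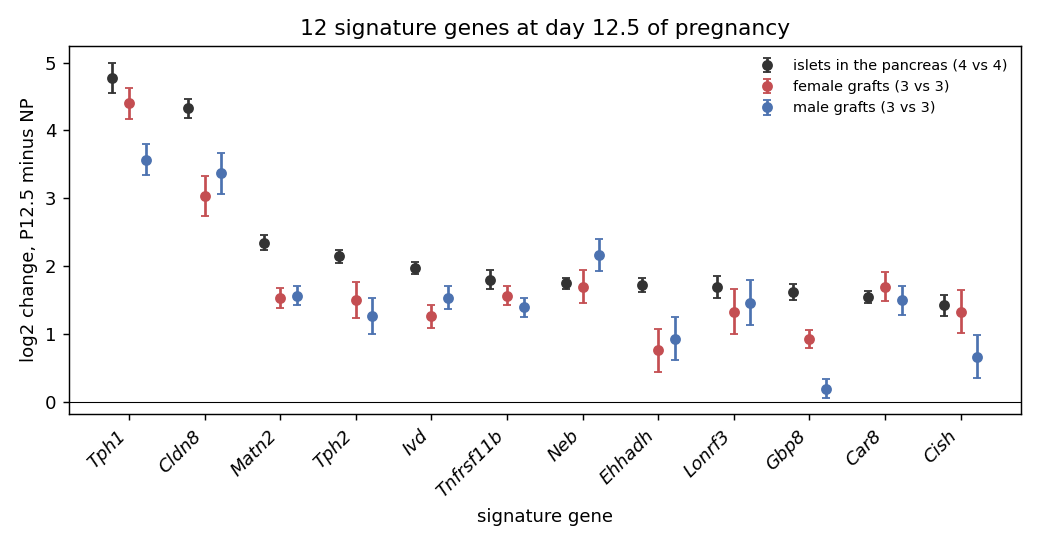
Log2 change (P12.5 minus NP) of each of the 12 signature genes with its standard error, in non-transplanted islets (4 against 4 arrays), female grafts and male grafts (3 against 3 arrays each). Every gene lay above 0 in all 3 comparisons, from 0.20 for Gbp8 in male grafts to 4.78 for Tph1 in islets.

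Islets of female donors under the kidney capsule of pregnant hosts raised the same leading genes. Tph1 rose 21.1-fold (4.4 ± 0.23, n = 3 and 3, adjusted p = 1.92e-05), Lrrc55 13.9-fold (3.80 ± 0.21) and Cldn8 8.19-fold (3.03 ± 0.30, adjusted p = 0.00201). The kinase gene Pbk, Neb and Car8 each rose by 1.70, Prok1, which encodes the secreted peptide prokineticin 1, by 1.67, and the small RNA gene n-R5s136 by 2.13. Rgs2 fell by 1.17 (SE 0.26, adjusted p = 0.0449). Ins2 (0.00) and Gcg (-0.13) did not pass.

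Of the 12 signature genes 9 were called in female grafts and all 12 passed when adjusted over the list alone, with a mean rise of 1.76 (list adjusted p = 3.08e-20, and adjusted p = 0.00548 with an estimated correlation). Tnfrsf11b rose by 1.57, Matn2 by 1.53, Tph2 by 1.5, Ivd by 1.27 and Gbp8 by 0.93 ± 0.13 (adjusted p = 0.0117). Cish (1.33, adjusted p = 0.0561), Lonrf3 (1.33, 0.0637) and Ehhadh (0.77, 0.195) missed the threshold over all probe sets.

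Proliferation genes again had a positive mean change in female grafts (0.50), with 9 of 44 called up and 16 passing when adjusted over the list alone. The list test gave adjusted p = 1.77e-21, and adjusted p = 0.109 with an estimated correlation. Top2a rose by 1.07 ± 0.20, Melk and Prc1 by 0.73 each and Ccna2 and Ccnb2 by 0.70 each, while Mki67 stood at 0.67 (adjusted p = 0.0716). Kidney markers had a mean change of -1.31 with 0 of 30 members called (list adjusted p = 2.28e-09, adjusted p = 0.706 with an estimated correlation, exact permutation p = 0.1, the smallest possible for 3 against 3). Their mean level was 8.08 ± 0.26 (SD) in NP and 6.77 ± 0.68 in P12.5 female grafts, against 5.64 in islets of either state. The other 21 lists did not pass. Single called members were the beta cell transcription factor gene Mafa (1.00), Myc (1.10), Dhcr7 (1.33) and the ER genes Edem1 (0.87) and Dnajb11 (0.63), and the mTORC1 inhibitor gene Ddit4 (-1.03) was called down.

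In female grafts 602 probe sets were called, 297 up and 305 down (49.3% up). Of these, 288 had no gene symbol, and the named genes numbered 143 up and 90 down. With array medians subtracted, 540 were called, 202 up and 338 down (37.4% up). These medians are known to 1 decimal only, so that balance may reflect rounding. The groups of all 602 did not overlap, a separation that chance gives to 10% of unchanged probe sets. The largest decreases were those of Usp17ld (-2.80 ± 0.61, one of a family of near-identical genes and therefore uncertain), Scarna17 (-1.50), Zim1 (-1.47), the glutamate receptor gene Gria2 (-1.40), Hapln1 (-1.33), Kmo (-1.20) and Akr1c12 (-1.20).

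The number of calls in female grafts depended on every array. It was 122 without P12.5 array 1 (48.4% up), 48 without P12.5 array 2 (56.3% up), 133 without P12.5 array 3 (61.7% up), 175 without NP array 1 (56.6% up), 260 without NP array 2 (54.2% up) and 165 without NP array 3 (57.0% up), and 7 with the kidney list as a covariate, where 4 signature genes were called. The median size of the change of the 602 probe sets was 0.87 before and 0.75 after that covariate, the median SE 0.158 and 0.194, and 100% kept their direction. Of 31 named called genes 8 stayed called whichever array was left out: Tph1, Lrrc55, Cldn8, Car8, Prok1, Tnfrsf11b, Matn2 and Zim1.

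Islets of male donors in pregnant hosts also raised the leading genes of the response. Tph1 rose 11.9-fold (3.57 ± 0.23, n = 3 and 3, adjusted p = 9.74e-05), Lrrc55 11.1-fold (3.47 ± 0.21) and Cldn8 10.3-fold (3.37 ± 0.30, adjusted p = 0.00145). Neb rose by 2.17, Prok1 by 1.70, Matn2 by 1.57, Ivd by 1.53, Car8 by 1.5 and Tnfrsf11b by 1.40. The B cell genes Ms4a1 and Cd79a fell, by 1.53 (SE 0.19, adjusted p = 0.00827) and 1.23 (SE 0.20, adjusted p = 0.0202). In male P12.5 grafts Ms4a1 averaged 4.43, below the lower quartile of the arrays, and Cd79a (4.7 to 5.3) lay near it. Neither fall is therefore an exact size. No list of B cell genes was tested, and the lymphocyte gene Cd2 fell as well (-1.40). Ins2 (-0.10) and Gcg (-0.17) did not pass.

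In male grafts 7 of the 12 signature genes were called and 10 passed when adjusted over the list alone, with a mean change of 1.64 (list adjusted p = 7.21e-19, and adjusted p = 0.00661 with an estimated correlation). Tph2 (1.27, adjusted p = 0.0516), Lonrf3 (1.47, 0.0634), Ehhadh (0.93, 0.153), Cish (0.67, 0.275) and Gbp8 (0.20 ± 0.13, 0.430) were not called over all probe sets. Mean signature levels were 6.37 and 8.64 in NP and P12.5 islets, 6.81 and 8.56 in female grafts, and 6.70 and 8.34 in male grafts.

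Of 44 proliferation genes, Prc1, which encodes a protein of the central spindle, was called in male grafts (0.73) and 2 passed when adjusted over the list alone. The list mean was 0.23 (adjusted p = 1.44e-06, and adjusted p = 0.719 with an estimated correlation), with Mki67 at 0.47 (adjusted p = 0.181) and Top2a at 0.50 (adjusted p = 0.194). The serotonin list had a mean of 0.32 (adjusted p = 0.0433, and adjusted p = 0.719 with an estimated correlation), with Tph1 and the serotonin receptor gene Htr2b (0.70) called among 16, and the 14 members outside the signature averaged 0.0167 and did not pass. ER stress genes had a mean of 0.17 (adjusted p = 0.0283, and adjusted p = 0.719 with an estimated correlation), with Edem1 (0.70) called among 22. The ER stress mean was 0.0985 without male NP array 1. The serotonin and ER stress lists each passed in 3 of 6 removals of an array. With the replicate number as a block the serotonin list did not pass (list adjusted p = 0.0522).

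Lists of markers of other cells passed in male grafts with the preset correlation only. Immune markers had a mean change of -0.48, with Ms4a1 and Cd79a called down among 28 and 7 down when adjusted over the list alone (list adjusted p = 4.49e-05, and adjusted p = 0.719 with an estimated correlation). Their mean level was 8.22 ± 0.28 (SD) in NP and 7.74 ± 0.16 in P12.5 male grafts (exact permutation p = 0.1). All 14 endothelial markers had a positive change with 0 called (mean 0.66, adjusted p = 0.000177, adjusted p = 0.719 with an estimated correlation, exact permutation p = 0.2), and the mean was 0.36 without P12.5 array 3. Stromal markers averaged 0.34 with 0 of 21 called (adjusted p = 0.0433, adjusted p = 0.784 with an estimated correlation, exact permutation p = 0.7), which rested on P12.5 array 3 and was -0.054 without it. The kidney list stood at 0.07 (adjusted p = 0.503).

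In male grafts 331 probe sets were called, 170 up and 161 down (51.4% up), of which 153 had no symbol. Named genes numbered 61 up and 90 down. With array medians subtracted, which lowered the median change of all probe sets to -0.10, 542 were called, 127 up and 415 down (23.4% up). The median was 5.9 in every male NP array and 6.0 in every male P12.5 array. These differ by 1 step of the rounding, so this balance of directions may reflect rounding. The largest decreases were those of Usp17ld (-3.0, uncertain as above), BC023105 (-2.30), Apol7c (-1.63), Stat4 (-1.50), Rgs2 (-1.40, adjusted p = 0.0316), the lymphocyte adhesion gene Cd2 (-1.40) and Anp32e (-1.37). Kirrel3os (1.73) and Dhcr7 (1.00) rose, and Ddit4 (-1.30) fell. The count was 479 without P12.5 array 1, with 364 up and 115 down (76.0% up), 67 without P12.5 array 2 (71.6% up), 119 without P12.5 array 3 (59.7% up), 394 without NP array 1 (42.4% up), 46 without NP array 2 (69.6% up) and 173 without NP array 3 (41.0% up). Of 24 named called genes 12 stayed called whichever array was left out: Tph1, Lrrc55, Cldn8, Neb, Kirrel3os, Prok1, Matn2, Ivd, Tnfrsf11b, Ddit4, Anp32e and Ms4a1.

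In grafts of both donor sexes (6 against 6 arrays), 11 of the 12 signature genes rose, by 3.98 ± 0.16 for Tph1 (15.8-fold, adjusted p = 6.89e-07) and 3.20 ± 0.21 for Cldn8 (9.19-fold, adjusted p = 4.97e-05). Lrrc55 rose by 3.63 ± 0.15 (12.4-fold), Neb by 1.93, Prok1 by 1.68, Car8 by 1.60, Matn2 by 1.55, Tnfrsf11b by 1.48, Ivd and Lonrf3 by 1.40, Tph2 by 1.38, Cish by 1.00 and Ehhadh by 0.85. Gbp8 passed on its adjusted p (0.00646) and fell short of the fold minimum at 1.48-fold (0.57), which it reached without male P12.5 array 3 (0.59) or without male NP array 1 (0.62) or 2 (0.59). Rgs2 (-1.28), Ddit4 (-1.17) and the kidney sulphate transporter gene Slc13a1 (-2.65) fell. Lymphocyte genes fell in the mean of both sexes, with larger values in male than in female grafts: Cd3g -1.28 (-1.80 in male and -0.77 in female grafts), Cd4 -0.70 (-1.10 and -0.30), Cd8a -0.63 (-1.0 and -0.27) and Ms4a1 -0.85 (-1.53 and -0.17). Of these, Ms4a1 was called in male grafts alone and the others in neither sex by itself, and the difference between the sexes passed for none of the 4. Ms4a1 averaged 4.43 in female NP grafts and 4.43 in male P12.5 grafts, below the lower quartile of the arrays (4.7 to 4.9). Changes that start or end there are compressed. Its -0.17, -1.53 and -0.85 are therefore not exact sizes, and the values of female and male grafts cannot be compared.

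The signature rose by 1.70 on average in the 12 grafts (list adjusted p = 4.52e-18, and adjusted p = 0.00766 with an estimated correlation), and 11 members passed when adjusted over the list alone. Proliferation genes averaged 0.36, with 4 of 44 called, among them Prc1 (0.73), while Mki67 (0.57, adjusted p = 0.0174) stayed under the fold minimum, which it reached without male P12.5 array 2 or 3, female NP array 2 or 3 or male NP array 1 (0.59 to 0.63) (list adjusted p = 1.27e-15, and adjusted p = 0.245 with an estimated correlation). ER stress genes averaged 0.18 with Edem1 (0.78) and Dnajb9 (0.83) called among 22 (adjusted p = 0.0339). Kidney markers averaged -0.62 with Slc13a1 called among 30 (adjusted p = 0.00786), immune markers averaged -0.21 with 4 of 28 called down (adjusted p = 0.0313), and endothelial markers averaged 0.42 with 0 of 14 called (adjusted p = 0.0229). Each of these last 4 lists gave adjusted p = 0.718 with an estimated correlation. These means combined unlike values in female and male grafts: -1.31 and 0.07 for kidney, 0.05 and -0.48 for immune, and 0.17 and 0.66 for endothelial markers. They also depended on single arrays, with kidney at -0.36 without male P12.5 array 2, immune at -0.0955 without female P12.5 array 1 and endothelial at 0.27 without male P12.5 array 3. Other called genes were n-R5s136 (2.10), Dhcr7 (1.17) and Myc (0.80) among those that rose. Usp17ld (-2.90), BC023105 (-1.38), Hapln1 (-1.30), Rit2 (-1.18), Akr1c12 (-1.17), Kctd12b (-1.17), the islet hormone gene Pyy (-0.85) and the zinc transporter gene Slc30a8 (-0.65) fell.

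In total 1408 probe sets were called in both sexes together, 699 up and 709 down (49.6% up), and 851 of them had no gene symbol. Named genes numbered 137 up and 238 down. With array medians subtracted, 1602 were called, 525 up and 1077 down (32.8% up), a balance that may likewise reflect the rounding of the medians. Without male NP array 3 there were 450 up and 497 down. Of 36 named called genes 28 stayed called whichever array was left out, and Auh, Cd4, Cd8a, Dnajb9, Ehhadh, Nsdhl, Slc13a1 and Slc30a8 lost their calls on removal of any 1 of several arrays. Ehhadh, for example, lost its call without female P12.5 array 1 (0.75), and Cd4 without the same array (-0.61).

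Most genes called up in islets had a positive change in grafts. Of 181 genes called up in islets, 171 (94.5%) had a positive change in female grafts and 158 (87.3%) in male grafts. Genes called up in both islets and female grafts numbered 60, against 1.30 for independent lists, and 5 were called down in both, against 0.0813. For islets and male grafts the numbers were 32 up, against 0.554, and 4 down, against 0.0813. Female and male grafts shared 43 genes up, against 0.438, and 20 down, against 0.406. The islet and graft comparisons shared no arrays. The female and male changes came from different arrays, but both were fitted on the same 12 graft arrays and share their variance estimates, so their lists are not independent even by chance. Genes are not independent replicates, so no p is given for these overlaps.

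Across all 19938 genes, Pearson's r of the changes was 0.588 between female and male grafts (Spearman's rho 0.613, 70.7% with the same sign), 0.389 between islets and female grafts (rho 0.267, 55.0% with the same sign) and 0.241 between islets and male grafts (rho 0.0988, 49.6% with the same sign). Of the genes called in grafts, 90.6% of those called in female and 67.5% of those called in male grafts had the same sign in islets. No p is given for these either.

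**Figure D2:**
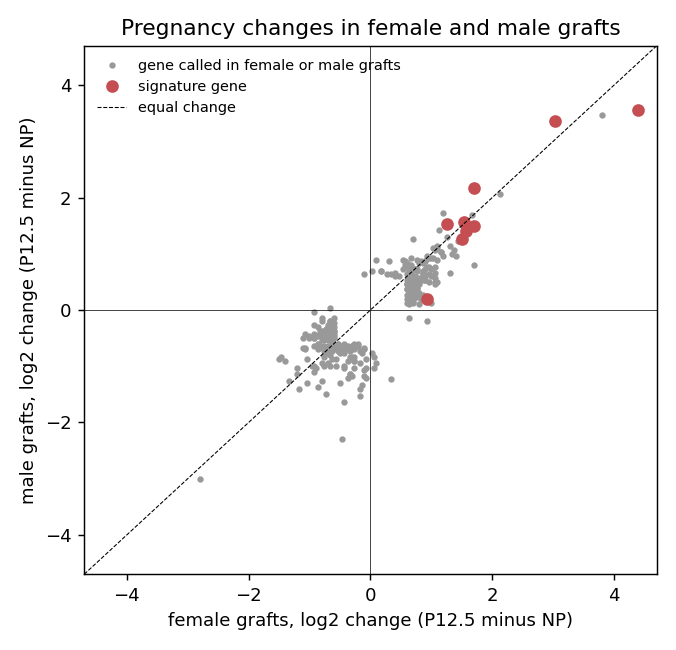
Log2 change (P12.5 minus NP) in female grafts (horizontal axis) and male grafts (vertical axis) of the 321 genes called in either, with 9 signature genes in red and a dashed line of equal change. The changes had the same direction in both donor sexes for 312 of the 321 genes.

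Female and male grafts from NP hosts differed in genes of the Y chromosome. Eif2s3y was higher in male grafts by 4.30 ± 0.23 (n = 3 and 3, adjusted p = 1.32e-05), Uty by 4.00 ± 0.23 and Kdm5d by 2.87 ± 0.17. Female grafts carry no Y chromosome, so their levels of these genes (3.53, 3.5 and 4.17 in NP grafts) are background, and the differences in either state are lower limits. The B cell gene Ms4a1 was higher in male NP grafts by 1.53 ± 0.19 (adjusted p = 0.0430). Its mean in female NP grafts (4.43) lay below the lower quartile of the arrays, so this difference is not an exact size. In addition, 1 probe set without a symbol (10608138), named here after its values were seen, was higher by 4.90. At P12.5 the same probe sets apart from that of Ms4a1 were called, with Eif2s3y at 4.17, Uty at 3.83, Kdm5d at 2.43 and probe set 10608138 at 3.93. Xist, the RNA of the inactive X chromosome, averaged 10.50 in female NP, 9.93 in female P12.5, 8.70 in male NP and 8.63 in male P12.5 grafts, and its difference did not pass over all probe sets in either state (-1.80 ± 0.36, adjusted p = 0.589, and -1.30, adjusted p = 0.978) but was called in NP grafts when all 20 arrays were fitted.

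**Figure D3:**
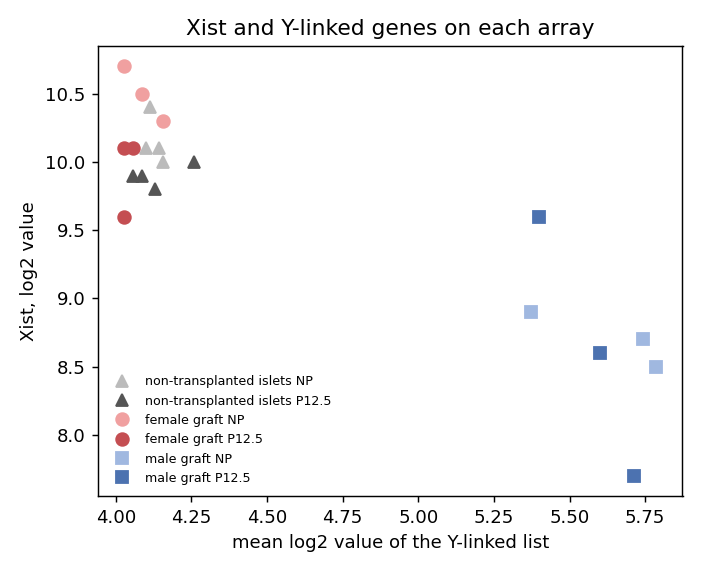
Log2 level of Xist (vertical axis) against the mean log2 level of 7 Y-linked genes (horizontal axis) in each of the 20 arrays, by group. The 6 male grafts lay between 5.37 and 5.79 on the horizontal axis and the other 14 arrays between 4.03 and 4.26, while Xist ranged from 7.7 to 9.6 in male grafts.

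Counts for donor sex were 5 probe sets in NP grafts and 4 in P12.5 grafts, all higher in males. The call of Ms4a1 was lost on removal of any 1 of the 6 arrays, and the NP count was 25, with 22 higher and 3 lower, without male NP array 3. The Y-linked list had a mean difference of 1.54 with 3 of 7 called (median 0.03, adjusted p = 5.38e-08, and adjusted p = 0.0698 with an estimated correlation) in NP and 1.53 (adjusted p = 1.90e-16, and adjusted p = 0.0133 with an estimated correlation) in P12.5 grafts. Xist and the X-linked genes averaged -0.63 with 0 of 5 called and 2, Xist among them, lower when adjusted over the list alone (adjusted p = 1.95e-07, and adjusted p = 0.0457 with an estimated correlation) and -0.53 (adjusted p = 5.12e-07, and adjusted p = 0.0269 with an estimated correlation).

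Immune markers were higher in male than in female NP grafts by 0.52 on average, with 1 of 28 called, 4 passing when adjusted over the list alone and 26 positive (list adjusted p = 1.08e-12, and adjusted p = 0.337 with an estimated correlation). Interferon-induced genes averaged 0.36 with 0 of 18 called (adjusted p = 1.50e-06, and adjusted p = 0.434 with an estimated correlation), and kidney markers averaged -0.70 with 0 of 30 called (adjusted p = 2.48e-08, adjusted p = 0.519 with an estimated correlation, exact permutation p = 0.3). Both rested largely on male NP array 1, without which they were 0.18 and -0.18. Smaller differences that passed only with the preset correlation were those of proliferation genes (0.12, adjusted p = 0.000183), JAK-STAT5 genes (0.13, 0.0271), other endocrine genes (-0.20, 0.00262), endothelial markers (-0.25, 0.0149) and immediate early genes (0.15, 0.00837), which had adjusted p between 0.245 and 0.740 with an estimated correlation. The endothelial difference was -0.0071 without female NP array 1. Without male NP array 1 proliferation genes stood at 0.0655 and immediate early genes at 0.0971. JAK-STAT5 genes stood at 0.0731 without female NP array 1, and that list passed in 2 of 6 removals of an array. It averaged 0.11 without the signature gene Cish and then did not pass.

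At P12.5 kidney markers were higher in male than in female grafts by 0.69 on average (adjusted p = 1.66e-08, exact permutation p = 0.4) and stromal markers by 0.32 (9.31e-05, exact permutation p = 0.6), and proliferation genes averaged -0.15 (5.12e-07). The signature averaged -0.22 (0.0102), beta cell genes -0.17 (0.00194), other endocrine genes -0.17 (0.0261), immediate early genes -0.15 (0.0102), inflammation genes -0.15 (0.0476), cholesterol genes -0.13 (0.0160), endothelial markers 0.25 (0.00937) and disallowed genes 0.16 (0.0182). No member of these 11 lists was called, and each of them had an adjusted p between 0.599 and 0.635 with an estimated correlation. Single arrays carried several of these: kidney markers stood at 0.30 without female P12.5 array 2, and without male P12.5 array 3 stromal markers stood at -0.0746, disallowed genes at -0.10, beta cell genes at -0.0029 and endothelial markers at -0.05. Without the same male array other endocrine genes stood at -0.0375, cholesterol genes at -0.049 and proliferation genes at -0.0833. Immediate early genes stood at -0.0471 without male P12.5 array 2, and inflammation genes at -0.0385 without female P12.5 array 3. Signature levels at P12.5 were 8.392, 8.475 and 8.15 in male arrays 1, 2 and 3 and 8.717, 8.625 and 8.342 in female ones. Array 3 was thus the lowest in each sex, and the size of the signature difference depended on it. No signature gene was called for donor sex in either state.

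No gene was called for a difference between female and male grafts in their response to pregnancy: limma called 0 probe sets for the interaction, with 1772 at an unadjusted p under 0.05. The signature changed by a mean of -0.12 more in male than in female grafts, with 0 of 12 called and 1, Gbp8, passing when adjusted over the list alone. Gbp8, an interferon-induced guanylate-binding protein gene, averaged 6.93 ± 0.12 (SD) in female NP, 7.87 ± 0.06 in female P12.5, 7.60 ± 0.26 in male NP and 7.80 ± 0.10 in male P12.5 grafts. Its difference between male and female NP grafts was 0.67 ± 0.13 (limma p = 0.000367, adjusted p = 0.589, adjusted over the list alone 0.00441, exact permutation p = 0.1) and it was called without male NP array 3 (0.82). The interaction for Gbp8 was -0.73 ± 0.19 (adjusted p = 0.955).

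Gene lists differed in their response between the donor sexes with the preset correlation, and none of them did with an estimated one. The male minus female response was 1.38 for kidney markers (adjusted p = 1.72e-15, and adjusted p = 0.447 with an estimated correlation), -0.53 for immune markers (1.08e-07, and adjusted p = 0.527 with an estimated correlation) and -0.27 for proliferation genes (1.21e-09, and adjusted p = 0.439 with an estimated correlation). It was 0.50 for endothelial markers (0.000251) and -0.34 for interferon-induced genes (0.000763), each with adjusted p = 0.747 with an estimated correlation. Stromal markers (0.26, adjusted p = 0.0224), JAK-STAT5 genes (-0.20, 0.0408), immediate early genes (-0.30, 0.000251) and inflammation genes (-0.30, 0.0109) also passed, with adjusted p between 0.439 and 0.928 with an estimated correlation. The response of kidney markers was 0.87 without male NP array 1, that of immune markers -0.29 without female P12.5 array 3, that of endothelial markers 0.17 without female P12.5 array 1, that of interferon-induced genes -0.13 without female P12.5 array 3 and that of stromal markers -0.14 without male P12.5 array 3. Inflammation genes stood at -0.19 without female P12.5 array 3. Immediate early genes ranged from -0.46 without female P12.5 array 2 to -0.20 without male P12.5 array 2, and passed in 11 of 12 removals. The JAK-STAT5 list passed in 4 of 12 removals of an array. It averaged -0.16 without the signature gene Cish and then did not pass.

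**Figure D4:**
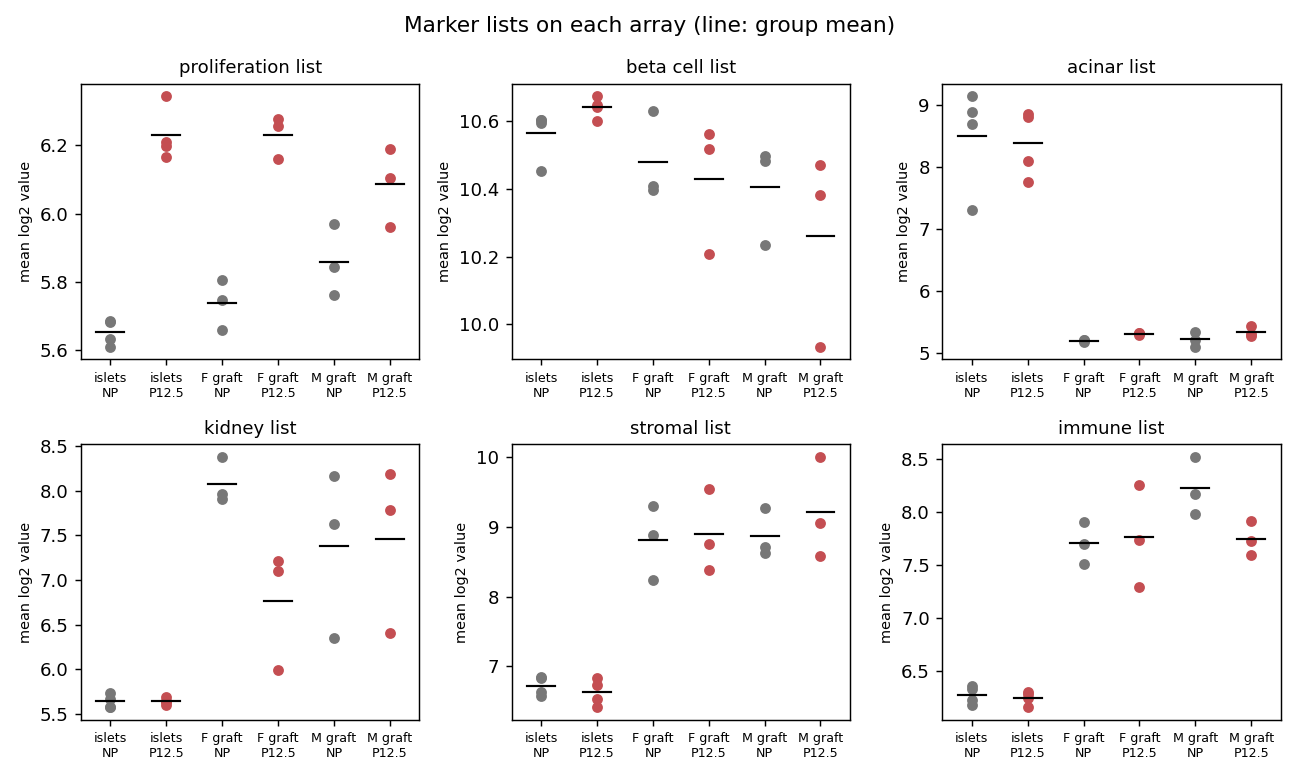
Mean log2 level of the proliferation, beta cell, acinar, kidney, stromal and immune lists in each array (dots, grey for NP and red for P12.5), with a line at each group mean. Proliferation genes averaged 5.65 in NP and 6.23 in P12.5 islets, and kidney markers averaged 5.64 in islets and between 6.77 and 8.08 in the 4 graft groups.

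Female grafts differed from non-transplanted islets in many genes, among them markers of the cells around the endocrine tissue. In NP samples 20 of 24 acinar genes were lower in grafts, with a mean of -3.31 (list adjusted p = 2.38e-20, and adjusted p = 0.103 with an estimated correlation): Cpb1, which encodes a pancreatic carboxypeptidase, was at -6.13 ± 0.43 (n = 3 and 4), Ctrb1 at -5.98 and Cpa1 at -5.87. Of 30 kidney markers 25 were higher, with a mean of 2.44 (adjusted p = 1.62e-18, and adjusted p = 0.123 with an estimated correlation), among them Cyp2j5 (4.77 ± 0.71, 27.2-fold) and the phosphate transporter gene Slc34a1 (4.48). Stromal markers such as Dcn (3.86) and Fn1 (3.89) were higher, with 18 of 21 called and a mean of 2.08 (adjusted p = 2.10e-18, and adjusted p = 0.117 with an estimated correlation). Immune markers such as Ptprc (2.45) and Cd68 (2.44) were higher, with 24 of 28 called and a mean of 1.43 (adjusted p = 1.00e-19, and adjusted p = 0.103 with an estimated correlation). Ins2 (0.16, adjusted p = 0.412) and Gcg (0.12) did not pass. Gcg lay near the top of the arrays, and whether either probe set could still register a change was not tested.

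Endothelial genes were lower in grafts, with 8 of 14 called and a mean of -0.72 (adjusted p = 0.00469, and adjusted p = 0.578 with an estimated correlation), as in Flt1 (-1.72), Plvap (-1.58) and Emcn (-1.44). Interferon-induced genes averaged 0.98 with 12 of 18 called (adjusted p = 6.30e-12), and disallowed genes 1.31 with 11 of 18 called (3.52e-11), as in the lactate transporter gene Slc16a1 (3.63) and Ldha (0.94). Hypoxia genes averaged 0.27 with 4 of 18 called (0.00924) and inflammation genes 0.38 with 3 of 16 called (0.00283). These 4 lists had adjusted p = 0.103 with an estimated correlation. Oxidation genes averaged 0.34 with 4 of 19 called (0.000322, and adjusted p = 0.217 with an estimated correlation), and proliferation genes 0.08 with 0 of 44 called (0.0461, and adjusted p = 0.605 with an estimated correlation). The proliferation mean was 0.05 without female NP graft array 2, and that list passed in 4 of 7 removals of an array. It did not pass with the replicate number as a block (list adjusted p = 0.0679).

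Among the signature genes Gbp8 (1.53), Cldn8 (1.03), Matn2 (0.96) and Ehhadh (0.76) were higher in NP female grafts than in NP islets (list mean 0.43, adjusted p = 0.00167, and adjusted p = 0.170 with an estimated correlation). Ehhadh lost its call without NP islet array 2, 3 or 4 or any NP graft array (0.73 to 0.78). Kidney, stromal and interferon-induced lists were higher in the same grafts, and which cells carried these signature transcripts was not tested. The beta cell transcription factor genes Mafa (-0.73) and Nkx6-1 (-0.66) were lower, the latter losing its call without NP islet array 1 or 4 or NP graft array 1 or 2 (-0.38 to -0.63). Other large increases were those of Slc13a1 (4.56), Car3 (4.50), Lrp2 (4.43), Ogn (4.42), Mep1a (4.18), Gpc3 (4.09), Fmo2 (4.01) and Lyz2 (3.97). Slc13a1 in NP islets (4.1 to 4.4) lay below the lower quartile of the arrays (4.7 to 4.9), so its increase is not an exact size. In total 3911 probe sets were called, 2128 higher and 1783 lower, of which 1523 had no symbol, for 1296 genes higher and 434 lower. The balance of directions varied with the setting. Without the fold minimum 3770 were higher and 6366 lower, and without female NP graft array 1 the numbers were 1924 and 2092. Among single-symbol probe sets 1508 were higher and 494 lower.

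At P12.5 the same groups of markers differed between female grafts and islets. Cpb1 (-6.04), Cpa1 (-5.67), Ctrb1 (-5.35), Cel (-5.01) and Try5 (-4.84) led the acinar genes that were lower (20 of 24, mean -3.07, adjusted p = 9.13e-30). Stromal genes were higher (17 of 21, mean 2.26, 2.58e-32), and so were immune markers (21 of 28, mean 1.52, 6.76e-34), interferon-induced genes (13 of 18, mean 1.07), inflammation genes (5 of 16, mean 0.54, 1.76e-07) and disallowed genes (12 of 18, mean 1.33). These 6 lists kept an adjusted p of 0.0223 or 0.0277 with an estimated correlation. Of the kidney markers 6 of 30 were called (mean 1.13, adjusted p = 3.79e-10, and adjusted p = 0.279 with an estimated correlation) and 13 passed when adjusted over the list alone.

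Immediate early genes averaged 0.54 with 6 of 17 called (adjusted p = 1.42e-08, and adjusted p = 0.0772 with an estimated correlation). Endothelial markers averaged -0.50 with 3 of 14 called (0.0194, and adjusted p = 0.570 with an estimated correlation), and beta cell genes -0.21 with 0 of 23 called (0.0219, and adjusted p = 0.578 with an estimated correlation). Endothelial markers stood at -0.18 without female P12.5 graft array 1, and beta cell genes at -0.10 without female P12.5 graft array 3. Serotonin genes (1 called down, 0.0293, and adjusted p = 0.291 with an estimated correlation) and cholesterol genes (1 called down, 0.0219, and adjusted p = 0.423 with an estimated correlation) also passed with the preset correlation. Without the signature genes Tph1 and Tph2 the serotonin list averaged -0.22 and did not pass. The largest increases were those of Efemp1 (4.74 ± 0.44), Ogn (4.58), Gpc3 (4.34), Dcn (4.21), Lyz2 (4.13), Fn1 (3.95), Anxa1 (3.79), Igfbp6 (3.67), Aebp1 (3.66) and Upk1b (3.59). Of the signature genes Gbp8 was called (0.84). In total 1438 probe sets were called, 1006 higher and 432 lower, of which 306 had no symbol, and 771 were called without female P12.5 graft array 3 (534 higher and 237 lower). Without P12.5 islet array 4, 248 were lower.

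The response to pregnancy was also compared between female grafts and islets, where the number of calls varied with the fit: 18 probe sets, but 231 with only the 14 female arrays in the fit and 118 with array weights. Of named genes, Ppp1r14b, an inhibitor of protein phosphatase 1, changed more in grafts by 0.92 ± 0.15 (adjusted p = 0.0375), and Bloc1s3, part of a complex for lysosome-related organelles, by -1.04 ± 0.16 (adjusted p = 0.0288). None of the 12 signature genes was called, with Cldn8 at -1.29 (adjusted p = 0.146), Ehhadh at -0.96, Matn2 at -0.82 (adjusted p = 0.107), Ivd at -0.71, Gbp8 at -0.69 and Tph1 at -0.38 (adjusted p = 0.661), while 5 passed when adjusted over the list alone. The signature averaged -0.51 (list adjusted p = 5.22e-05, and adjusted p = 0.434 with an estimated correlation). Its genes were chosen for their large rise in islets, possibly on these same islet arrays. A smaller rise of these genes in grafts may therefore be partly set by that choice. Kidney markers averaged -1.32 (5.26e-11), immediate early genes 0.31 (0.00193) and oxidation genes -0.33 (5.22e-05), each with adjusted p = 0.640 with an estimated correlation. Immediate early genes ranged from 0.21 without female P12.5 graft array 1 to 0.47 without female P12.5 graft array 2, and passed in 14 of 14 removals.

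Of the 18 probe sets 12 were positive and 6 negative (66.7% positive), and 15 had no symbol. There were 10 with array medians subtracted, 4 positive and 6 negative (40% positive), 32 after renewed quantile normalization, 42 without dim probe sets, 30 with the trended robust model and 1 among single-symbol probe sets. Leaving out an array gave 3, 6 or 1 without P12.5 islet array 1, 2 or 3, 3, 2 or 2 without NP islet array 1, 2 or 3, and 1, 7 or 2 without P12.5 graft array 1, 2 or 3. Ppp1r14b lost its call in 12 of the 14 removals, for example without P12.5 graft array 2 (0.83), and Bloc1s3 in 7, for example without P12.5 islet array 1 (-1.03).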

Values the study reported

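The study started from 415 genes that earlier work had found to differ in islets during pregnancy, of which 163 were altered at P12.5 (P < 0.001). Its pregnancy signature holds the 12 protein-coding genes among them that rose most, with Fam70a set aside because it was then known only by prediction. For donor sex it used a fold change of at least 1.5 and a false discovery rate of 5%, and named Y-linked genes and Xist as different before pregnancy. It named Gbp8 as the signature gene that was already higher in male grafts before pregnancy.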

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

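The tests of the explanations below for lymphocyte transcripts were chosen only after the result was seen. Chance alone sets apart 1 array in about 1 of 20 groups of 4, and 18 of the 124 groups tested here had such an array. In 14 of those 18 the other 3 arrays held the same value, which rounding to 1 decimal makes common, and 5 of the 18 were in NP islet array 1.

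Among NP islets a single array stood apart for several genes (the ratio is its gap to the nearest array over the range of the group). The ratio was 1 for Lrrc55 in array 2 (5.6, the nearest at 5.5), for Ehhadh in array 4 (6.7 and 6.8), and in array 1 for Edem1 (9.4 and 9.1), Pcsk1 (10.9 and 11.1) and Gcg (12.8 and 13.8). It was 0.833 for Tmem255a in array 4 (7.1 and 7.6), 0.875 for Ins2 in array 1 (10.2 and 10.9) and 0.943 for the mean of the beta cell list in array 1 (10.5 and 10.6). Among P12.5 islets the ratio was 1 in array 1 for Gbp8 (6.8 and 7.1), Mki67 (6.4 and 6.3) and Zim1 (7.6 and 7.8), in array 2 for Pcsk1 (11.6 and 11.7), in array 3 for Dhcr7 (8.4 and 8.5), Fkbp5 (8.5 and 8.2), Pcdh15 (6.5 and 6.4) and Rgs2 (7.9 and 7.4), and in array 4 for Ccna2 (6.6 and 6.7). It was 0.893 for the mean of the oxidation list in P12.5 array 3 (8.23 and 8.10).

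The response to pregnancy differed between female and male grafts for 9 gene lists by the interaction test with a preset correlation, and for 0 lists with an estimated correlation. The rotation test fry, which asks instead whether a list differed at all, gave 0 lists too. The male minus female difference of the responses was -0.27 for proliferation genes, -0.20 for JAK-STAT5 genes, 1.38 for kidney markers, -0.53 for immune markers, 0.50 for endothelial markers, 0.26 for stromal markers, -0.34 for interferon-induced genes, -0.30 for immediate early genes and -0.30 for inflammation genes, and the stromal difference turned to -0.14 without male P12.5 array 3. Between female grafts and islets the response differed by -0.51 for the signature, -1.32 for kidney markers, 0.31 for immediate early genes and -0.33 for oxidation genes, and for the genes Ppp1r14b (0.92) and Bloc1s3 (-1.04). The signature value may be partly set by the choice of its genes for their rise in islets.

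Of 25 lymphocyte genes, 8 of them in the immune list, all 25 were higher in male than in female NP grafts, by 0.75 on average (95% interval 0.39 to 1.11, exact permutation p = 0.1, the smallest possible), and their mean level was 5.57 in female NP, 5.47 in female P12.5, 6.32 ± 0.33 (SD) in male NP and 5.51 in male P12.5 grafts. A single male graft that carried lymphoid tissue is argued against by the smallest difference without any one male NP graft, 0.64, which exceeds the pooled SD of 0.19. More leukocytes of every kind may be the source. The 16 macrophage genes averaged 0.11 (exact permutation p = 0.7), but the lymphocyte minus macrophage difference of 0.63 (SE 0.32) was too uncertain to exclude it. Donor sex acting by the same amount in both states is argued against by the interaction of -0.71 (95% interval -1.22 to -0.20), and a smaller difference at P12.5 stays open (0.0347, 95% interval -0.33 to 0.40).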

How the results depend on the processing

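The alternatives with rounding noise, with the immune or stromal list as a covariate, with 3 lists together, with only single-symbol probe sets, and with list means without single arrays or signature genes were chosen after the results were seen. Of 284 named gene results, 276 kept their direction and side of the threshold after renewed quantile normalization and after subtraction of array medians, 277 with array weights, 280 with a trended robust variance model and 279 with rounding noise, but 248 with the replicate number as a block, where 36 no longer passed. With the kidney list as a covariate 37 of 123 graft results no longer passed, and with 3 lists 71 did not. The mean over all probe sets of a gene moved nothing for the signature, whose genes have 1 probe set each. The arrays limit what can be detected at low signal, since changes near background are compressed. Whether changes of very bright probe sets, such as those of Ins2 and Gcg, are compressed too was not tested. Where no cause is named below, the cause was not tested.

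None of the single genes that reversed had passed the test. Directions reversed for Gcg in islets after quantile normalization (-0.054) and without NP array 1 (-0.10, against 0.23 at the other extreme), and for Ins2 in islets without NP array 1 (-0.017, against 0.25 at the other extreme). Xist in male grafts reversed with the immune covariate (0.23), without P12.5 array 2 (0.40) and without NP array 1 (0.033), with -0.55 at the other extreme, and Cish in male grafts with 3 covariates (-0.042).

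Fitting all 20 arrays gave 1720 calls in female grafts, 1059 in male grafts, 15 for sex in NP grafts and 49 for sex in P12.5 grafts. Array weights gave 959 in female grafts, 839 in male grafts and 118 for the interaction of transplantation with pregnancy. Subtracted medians gave 542 in male grafts, where the medians of NP and P12.5 arrays differed by 1 step of the rounding. By construction, dropping the fold minimum raised the counts, to 475 in islets, 4602 in both donor sexes, 10136 for NP grafts against islets and 2396 at P12.5. Testing only probe sets called in the islets gave 117 in female grafts, 68 in male grafts and 83 in both. Testing only single-symbol probe sets gave 314, 217 and 477, with 2002 for NP grafts against islets and 1 for the transplantation interaction.

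With the kidney covariate 7 probe sets, 4 signature genes and 5 gene lists passed in female grafts, and 653 probe sets in both sexes. The median change of the 12 signature genes in female grafts was 1.52 before and 1.38 after, all in the same direction, while the median SE rose from 0.234 to 0.295, so the lost calls do not show that the change was removed. With the immune covariate 1223 passed in male grafts, the signature mean there was 1.41 and that of the interaction of donor sex with pregnancy was -0.38. With 3 covariates 10 probe sets and 3 signature genes passed in female grafts, 1 and 0 in male grafts and 85 probe sets in both. Of 123 named graft results, 71 no longer passed with these covariates and 1 reversed. Here too the lost calls alone do not show that the changes were removed.

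The transplantation interaction gave 231 calls with the 14 female arrays alone, 32 after quantile normalization, 10 with subtracted medians, 42 without dim probe sets and 30 with the trended robust model, and 1 signature gene was called with the 14 female arrays and with array weights. Acinar markers in female grafts, P12.5 minus NP, stood at 0.085 with subtracted medians.

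With an estimated correlation the lists that passed numbered 2 in islets, 1 in female grafts, 1 in male grafts, 1 in both, 1 and 2 for donor sex in NP and P12.5 grafts, 0 for its interaction, 0 and 6 for NP and P12.5 grafts against islets and 0 for the transplantation interaction. The rotation test fry asks whether a list changed at all, not whether it changed more than other genes, so its counts answer another question. They were 6 in islets, 2 in female grafts, 2 in male grafts, 4 in both, 2 and 2 for donor sex, 13 and 12 for grafts against islets, and 0 for each interaction. The preset correlation, in the same order, gave 6, 3, 7, 6, 10 and 13, 12 and 12, and 9 and 4. The correlation of changes was 0.481 without dim genes and 0.762 over genes called in either for islets and female grafts, 0.328 and 0.752 for islets and male grafts, and 0.662 and 0.876 for female and male grafts.

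The replicate number as a block gave 132 calls in islets, 266 in female grafts, 124 in male grafts and 1 for the interaction of donor sex. Of the 7 lists that passed in male grafts with the preset correlation, 5 passed with this block. The serotonin and stromal lists did not (list adjusted p = 0.0522 each). The block kept 8 of 9 lists for the interaction of donor sex, 11 of 12 for NP grafts against islets and all in the other comparisons. Between P12.5 and NP groups, arrays of the same number correlated between 0.0159 and 0.294 in islets, -0.338 and 0.0265 in female grafts and -0.252 and 0.150 in male grafts, and the best match had the same number for 1 of 4, 0 of 3 and 1 of 3 arrays. For male and female P12.5 grafts it had the same number for 3 of 3 arrays (0.0891 to 0.512), so a pairing there stays open.

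Leaving out each array in turn gave 184 to 299 calls in islets (signature genes 12 to 12, mean 2.20 to 2.33), 48 to 260 in female grafts (5 to 10, 1.66 to 1.87), 46 to 479 in male grafts (6 to 7, 1.57 to 1.73) and 947 to 1724 in both (10 to 12, 1.65 to 1.75). The lowest counts came without P12.5 array 2 in female grafts and NP array 2 in male grafts. It gave 4 to 25 and 4 to 5 for donor sex in NP and P12.5 grafts, with 25 without male NP array 3, and 0 to 0 for its interaction (signature genes 0 to 0, mean -0.23 to -0.02). For grafts against islets it gave 3381 to 4143 in NP and 771 to 1417 at P12.5, with 771 without graft array 3, and for the transplantation interaction 1 to 15 (signature genes 0 to 0, mean -0.61 to -0.40), with 1 without P12.5 islet array 3 or P12.5 graft array 1.

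List means also depended on single arrays. Of the lists that passed besides the signature, 3 of 5 in islets, 2 of 2 in female, 2 of 6 in male and 1 of 5 in both grafts passed whichever array was left out. So did 5 of 10 and 4 of 12 for donor sex in NP and P12.5 grafts, 3 of 9 for its interaction, 9 of 11 and 8 of 12 for NP and P12.5 grafts against islets and 3 of 3 for the transplantation interaction. Directions reversed for stromal markers in male grafts (-0.054 to 0.66), for endothelial (-0.0714 to 0.49), stromal (-0.0746 to 0.65) and disallowed lists (-0.10 to 0.37) between P12.5 grafts of both sexes, and for stromal markers in the interaction of donor sex (-0.14 to 0.58).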

Other observations

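The explanations of the probe sets without a symbol and of Xist below, and the splits of the arrays, were tested only after the results were seen. A common response ran through islets, female grafts and male grafts beyond the signature. Of 32 genes called in all 3 pregnancy comparisons, 30 rose and 2 (Rgs2 and Pcdh15) fell, and 7 belonged to the signature. The others included genes of the secretory pathway: Chgb, which encodes the granule protein chromogranin B (1.18 in islets, 1.10 in female grafts and 1.13 in male grafts), the ER chaperone gene Fkbp11 (0.90, 1.17 and 1.03), the cargo receptor gene Tmed3 (0.60, 1.2 and 0.97) and Edem1 (0.78, 0.87 and 0.70). The peptide gene Prok1 (1.45, 1.67 and 1.70), Sftpd, which encodes a collectin (1.58, 1.53 and 1.37), the potassium channel gene Kcnk10 (0.85, 1.07 and 1.07), the inositol transporter gene Slc2a13 (1.18, 1.13 and 1.43), the autophagy gene Wipi1 (1.30, 1.40 and 0.97) and Ogdhl (1.28, 1.43 and 1.23) also rose in each. These genes outside the naming rule were picked after their values were seen, and no test of a shared theme was made.

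Among the disallowed genes, which beta cells normally keep low, Mgst1 (2.28) and Igfbp4 (2.93) were higher in NP female grafts than in NP islets, and the oxidative stress gene Hmox1 (1.68) and the antigen presentation gene B2m (1.73) were higher as well. Stromal cells also express several disallowed genes, and Pdgfra stands in both lists.

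In the study Xist counted as different between male and female grafts before pregnancy. Here its difference of -1.80 between male and female NP grafts did not pass over all probe sets but passed when adjusted over its list alone. The study described Gbp8 as higher in male grafts before pregnancy, and here that difference of 0.67 passed when adjusted over the list alone but not over all probe sets.

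Probe sets without a gene symbol made up 851 of the 1408 called in grafts of both donor sexes. What these probe sets measure was not checked here. Signed by the direction of their call, they changed by 0.97 on average over the 12 grafts (95% interval 0.77 to 1.17), a gap between NP and P12.5 grafts that the choice of these probe sets fixes. Kidney tissue as the whole source is argued against by a change of 0.91 (0.70 to 1.12) with the kidney list as a covariate, and the pregnancy response of islets in the pancreas by a change of 0.0932 (-0.08 to 0.26) in the islets. A labelling or hybridisation batch of the NP graft arrays may be involved: the P12.5 grafts differed from the islets by -0.0325 (0.18 to 0.69 against 0.37 to 0.64 in islets), while the place of the NP grafts below the islets (-0.60 to -0.38) is partly set by that choice. It cannot be told apart from pregnancy in grafts, since the labels give no batch, and r between female and male changes over probe sets without (0.574) and with a symbol (0.589) did not decide either.

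The level of Xist in the 6 grafts of male islets was 7.7 to 9.6. A wrong sex label is argued against by the Y-linked list, whose lowest male graft exceeded the highest female graft by 1.21. If that is above background, cells of the female host in the graft are a possible explanation: over the 6 male grafts, Xist and the stromal list had r = 0.862 (exact permutation p = 0.025, adjusted p = 0.125 over the 5 lists tested, exact permutation p of rho = 0.0583) and r = 0.474 without the 2 grafts farthest from the median, so the relation rests on those grafts. The other lists gave r = -0.684 for Y-linked genes (exact permutation p = 0.131), 0.391 for kidney, 0.454 for immune and 0.650 for endothelial markers. The Xist signal of tissue from males alone was not measured here, so its background level is unknown.

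Each count of called probe sets was compared with other splits of the same arrays into groups of the same sizes. Chance can be excluded for the islets, where 1 of 35 splits, the real one, gave 257 or more and the highest other gave 59, for grafts of both donor sexes (1 of 100 splits drawn from 200, 1408 against 52), and for female grafts against islets in NP (1 of 35, 3911 against 1645) and P12.5 (1 of 35, 1438 against 1). For comparisons of 3 against 3 arrays, 10 splits are too few for a share under 0.05. The real and highest other values were 602 and 0 in female grafts, 331 and 0 in male grafts, 5 and 0 for donor sex in NP grafts and 4 and 0 for donor sex in P12.5 grafts, with 1 split as large in each. The interaction of donor sex with pregnancy had a real count of 0, which all 100 splits drawn from 200 reach of necessity, so its splits say nothing about chance (the highest gave 93). For the interaction of transplantation with pregnancy 7 of 100 splits drawn from 700 gave 18 or more. The highest of these gave 2039, many times the real count, which points to a structure of the samples. Splits that mix NP and P12.5 arrays carry the response to pregnancy, so they do not show what chance gives and leave this count undecided.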
